A study of Mus musculus with 22 samples.

How the data were processed

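Bulk RNA sequencing was carried out on haematopoietic stem cells (HSCs), the rare bone marrow cells from which all blood lineages arise. Per the labels, marrow of the femurs and tibiae was depleted of cells carrying lineage markers with magnetic beads, and HSCs, defined by flow cytometry as lineage-negative, Sca1+, Kit+, CD150+ and CD48− cells, were sorted into a fraction with the leptin receptor (LEPR) on the surface and a fraction without it. RNA was extracted with a Qiagen RNeasy Micro Plus kit and poly(A) libraries were made with the NEBNext kit for single cells and very low input, which amplifies complementary DNA before sequencing and, as far as the labels state, carries no molecular identifiers. The 22 libraries came from 11 mice. Each mouse gave 1 LEPR+ and 1 LEPR− library. The 4 young mice were 2 to 3 months old and the 7 middle-aged mice 12 to 15 months old. Mice 1 to 4 in the labels were young and mice 5 to 11 middle-aged, and replicate numbers within each group follow the mouse numbers in that order. Of the mice, 2 young and 2 middle-aged animals were male.

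The deposited files hold raw read counts per gene, 1 library per file, for 55416 Ensembl mouse gene identifiers. The counting program, the aligner, the genome build, the annotation release and the strand setting are not stated in the labels. Each file ends in the summary lines that HTSeq-count writes for reads outside genes, reads over several genes and reads placed more than once, which means that such reads do not enter the gene counts. These lines held between 29.1% and 40.3% of a file's records and were left out of the library sizes and tests. Without strand information, reads from a gene overlapped by a neighbour on the other strand may have been left out or assigned to either gene. Gene names and coordinates were taken from GENCODE release vM39 on GRCm39 by matching identifiers without their version, and 54749 identifiers matched. The others carried 0.0454% of the counts.

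The summed gene counts per library ranged from 10.3 M to 61.7 M with a median of 33.0 M (M, mega). A count of 0 allows a level of up to 3 counts, which corresponds to between 0.0452 and 0.278 CPM across the libraries, where CPM are counts scaled to a library size of 1000000. The counting intervals given for genes with 1 to 3 counts are exact 95% intervals of the ratio of pooled counts, conditional on their sum. Reads amplified by PCR are not independent molecules, so these intervals and floors cover counting error only.

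Groups were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, in 1 fit over all 22 libraries with 1 coefficient per group and no covariate, after TMM scaling. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 17366 genes. The common dispersion was 1.76 and the median biological coefficient of variation was 1.26. P-values were adjusted over all tested genes within each comparison by the Benjamini-Hochberg method and a gene was called at an adjusted p-value under 0.05. The contrasts tested were 5 in number, namely LEPR+ against LEPR− in young mice, the same in middle-aged mice, middle-aged against young in LEPR+ cells, the same in LEPR− cells, and the difference of the LEPR effect between the ages. CPM values were scaled by TMM unless stated otherwise and are given as mean ± SD.

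The groups, the design, the naming rule, the gene lists and the first set of alternatives below were written before the data were examined. Lepr is given in every comparison, and Xist and Ddx3y serve as the check of the sex labels. For each comparison, the 3 higher and 3 lower genes with the smallest adjusted p-values were named among those called with a mean of at least 1 CPM. For LEPR comparisons the direction also had to be the same in every mouse, and for age comparisons the groups' values were not to overlap. For the difference of LEPR effects no such condition had been set, and the condition used was that the per-mouse effects of the 2 ages did not overlap. Where no gene qualified, the gene with the smallest p-value was named. The gene lists tested were an interferon response list (51 of 52 listed genes tested), a list of genes known to rise in aged HSCs (57 of 58), a list of long-term HSC genes (44 of 44) and a cell-cycle list (50 of 50). They were tested with camera in limma 3.58.1 with a preset inter-gene correlation of 0.01 and adjusted over 16 tests. Fry and camera with an estimated correlation were the alternatives. A further 10 lists, for stroma, endothelium, megakaryocytes and platelets, erythroid cells, neutrophils, B cells, T and NK cells, macrophages, progenitors and immediate early or stress genes, were used to look for RNA of other cells or of handling stress. Scores of a list per library are means of log2(CPM + 0.5) over its tested genes, compared by exact permutation tests, 2-sided, with signs flipped within mice for LEPR and mice reassigned for age.

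Because both libraries of a number came from 1 mouse per the labels, the numbers pair the samples. The correlation of the 2 libraries' deviations from their group means over the tested genes had a median of 0.114 over the 11 mice (range 0.0402 to 0.656) and exceeded 0.1 in 8 mice. In 9 mice it was above every correlation with the opposite fraction of another mouse of that age. A fit with mouse number as a block is given beside the LEPR results where it changes a call or a count by more than 1.5 times. No 2 files held identical counts, and every library was counted as a separate replicate because the labels give the libraries of a group different mice.

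A drop-out share was computed for each library as the percentage of the 1881 genes with a mean of 10 to 20 CPM over all libraries that lay below 10% of that mean in the library, with CPM scaled by total gene counts. A gene with a truly lower level in some libraries also counts in their share. The loss of molecules before amplification was simulated by drawing molecules from middle-aged libraries by a Poisson distribution, at a number set to match the drop-out share of a young library, and then drawing reads from them. Other splits of the libraries into groups were refitted, at most 100 for each comparison. Correlations between comparisons that share libraries were set against 10 simulated data sets without any change.

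The edgeR test was run on simulated counts with the means, dispersions and library sizes of these data over 17366 genes, with 200 genes changed. Of the genes changed by 2 on the log2 scale, 8.25% were recovered for LEPR in young mice, 21.9% for LEPR in middle-aged mice, 19.4% for age in LEPR+ cells and 12.4% for age in LEPR− cells. For a change of 4 on that scale the shares were 22.2%, 38.3%, 37.1% and 43.6%. The false calls numbered 0, 4, 0 and 1. In the middle-aged LEPR comparison, 9 of 10 shifted lists and 0 of 10 unshifted lists were called by camera. The simulated genes were drawn independently and the lists at random, so this does not test false calls in lists of correlated genes.

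The first set of alternatives held RLE and upper-quartile scaling, library sizes without mitochondrial and the 20 most abundant genes, DESeq2 1.42.0, limma voom with sample quality weights, no filter, a mean of at least 5 CPM, sex or library size as a covariate, only the 2 groups compared, the mouse block with and without library size, and each library left out in turn. Drop-out share as a covariate with and without the mouse block, a mean of at least 50 CPM and leaving out mouse 6 were added after the data had been seen. Permutation tests and plots used Python 3.11.15 with SciPy 1.17.1 and matplotlib 3.10.9.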

Results

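The study measured messenger RNA in HSCs of young and middle-aged mice, separated by whether they carried the leptin receptor on their surface. The groups compared were 4 in number, young LEPR+ (n = 4 libraries), young LEPR− (n = 4), middle-aged LEPR+ (n = 7) and middle-aged LEPR− (n = 7). In M (mega) counts, the summed gene counts were 27.2 ± 11.0 M (SD, n = 4) in young LEPR+ libraries, 30.0 ± 6.58 M (n = 4) in young LEPR−, 34.3 ± 14.2 M (n = 7) in middle-aged LEPR+ and 33.1 ± 11.9 M (n = 7) in middle-aged LEPR−. Of all genes, 35073 had a count in at least 1 library. The number of genes detected per library was 14466 ± 800.1 in young LEPR+, 14076 ± 1179 in young LEPR−, 19124 ± 2829 in middle-aged LEPR+ and 19036 ± 2986 in middle-aged LEPR− libraries.

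The sex labels were checked first. Xist (ENSMUSG00000086503.5, X chromosome, 102503972 to 102537573, minus strand) was at 1.11 CPM or less in the 8 male libraries and between 203.7 and 673 CPM in the 14 female libraries. Ddx3y (ENSMUSG00000069045.12, Y chromosome, 1260715 to 1286663, minus strand) was between 0.931 and 142 CPM in male libraries and at 0.107 CPM or less in female ones. Xist lies across the antisense gene Tsix, and its counts cannot be separated from it without strand information.

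Lepr (ENSMUSG00000057722.18, chromosome 4, 101574601 to 101676237, plus strand) encodes the receptor used for sorting. In young mice the LEPR+ libraries held 1 Lepr count in total and the LEPR− libraries also 1, and 3 of 4 libraries in each group were at 0. A count of 0 allowed up to 0.274 CPM in young LEPR+ and up to 0.147 CPM in young LEPR− libraries. In middle-aged mice the LEPR+ libraries held 428 counts, with 363, 31 and 34 in 3 libraries and 0 in the other 4. The LEPR− libraries held 254 counts, of which 226 and 26 lay in 2 libraries. Lepr thus did not differ by sorted fraction in middle-aged mice (log2 fold change 1.01, SE 1.75, adjusted p 1 by edgeR), and the LEPR effect did not differ between the ages (adjusted p 1.00). With the middle-aged LEPR− library of mouse 7 left out, the unadjusted p-value of Lepr was 0.0456 and the adjusted one 1.00. Between the ages, the pooled Lepr counts gave a ratio of 182 (counting interval 32.5 to 7210) in LEPR+ cells and 117 (20.9 to 4654) in LEPR− cells, with unadjusted p-values of 0.0261 and 0.0414 by edgeR and 0.196 and 0.160 after adjustment over all tested genes, so Lepr was not called.

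**Figure D1:**
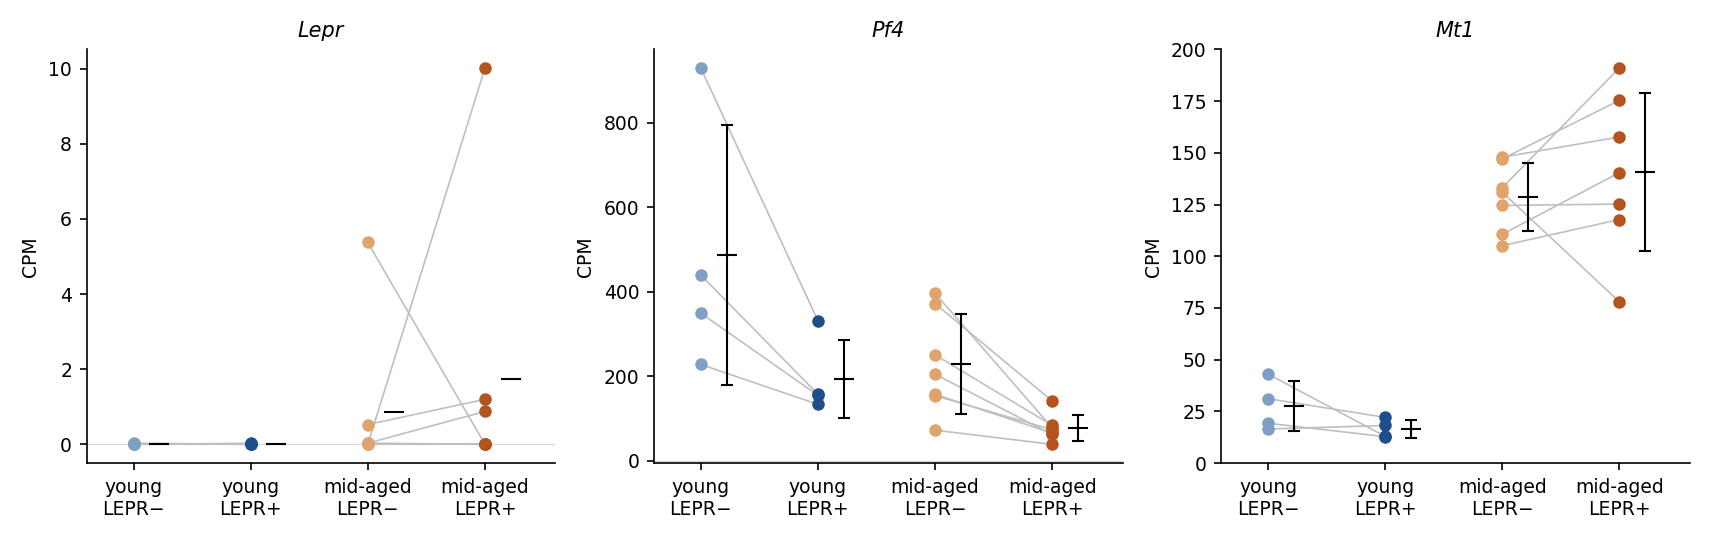
CPM of Lepr, Pf4 and Mt1 in each of the 22 libraries. Points are libraries, grey lines join the 2 libraries of a mouse, and black marks give the group mean with the SD as a bar (mean alone for Lepr). Lepr reached 10.0 CPM in 1 middle-aged LEPR+ and 5.37 CPM in 1 middle-aged LEPR− library, Pf4 was lower in the LEPR+ library of every mouse, and Mt1 was at 43.0 CPM or less in all young and at 77.9 CPM or more in all middle-aged libraries.

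The libraries differed in how many moderately expressed genes they missed. The drop-out share was 46.7 ± 4.66% (SD, n = 4) in young LEPR−, 34.4 ± 5.34% (n = 4) in young LEPR+, 13.99 ± 18.5% (n = 7) in middle-aged LEPR+ and 8.70 ± 12.3% (n = 7) in middle-aged LEPR− libraries. With age it was 38.0 points lower in LEPR− cells (exact permutation test, 2-sided, p 0.00303, the smallest the design allows, adjusted p 0.0121 over 4 tests), and all 7 middle-aged libraries lay below all 4 young ones. In LEPR+ cells it was 20.4 points lower (exact p 0.0576, adjusted 0.115). Between fractions it differed by −12.2 points in young mice (exact p 0.25, where 0.125 is the smallest possible) and by 5.29 points in middle-aged mice (exact p 0.172). Both libraries of mouse 6, at 47.6% and 35.1%, and the LEPR+ library of mouse 5, at 31.2%, lay within the range of the young libraries. The relation of the drop-out share to the log2 gene counts did not pass the threshold over the 22 libraries (Pearson r −0.315, permutation p 0.156; Spearman rho −0.368, permutation p 0.0925), adjusted to 0.440 and 0.277 over 3 tests each. Without the 2 libraries farthest from the median depth r was −0.466. Within the 8 young libraries r was −0.316 (permutation p 0.470) and rho −0.452 (permutation p 0.268), and within the 14 middle-aged libraries r was −0.296 (permutation p 0.293) and rho −0.226 (permutation p 0.434). Without the 2 libraries farthest from the median depth these r were −0.0405 and 0.00770.

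**Figure D2:**
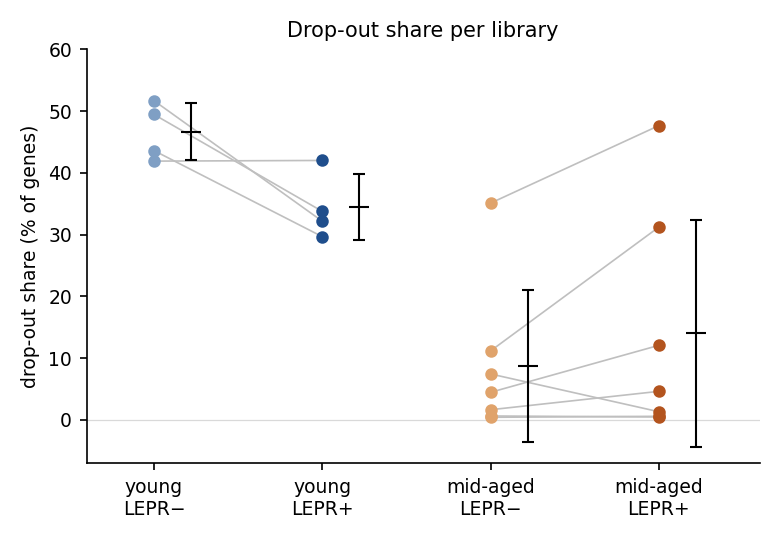
Drop-out share of each library, in percent of the 1881 genes with a mean of 10 to 20 CPM. Points are libraries, grey lines join the libraries of 1 mouse, and black marks show group means with the SD. The young libraries lie between 29.7% and 51.7%, and 11 of the 14 middle-aged libraries lie at 12.1% or less.

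The first comparison asked whether LEPR+ and LEPR− HSCs of young mice differ in expression. The test called 104 genes, 97 higher and 7 lower in LEPR+ cells. In 26 of these genes 1 of the 2 groups held no count in any library, and in 64 it held 3 counts or fewer in total. An unadjusted p-value under 0.05 was found for 2792 genes. Of all 35 splits of the 8 young libraries, 13 gave at least as many, the real one included. Of the alternatives DESeq2 moved the count most, to 1952 genes, and with the 8 young libraries alone in the fit it was 0 (261 at an unadjusted p-value under 0.05). With mouse as a block 25 genes were called (24 higher, 1 lower), 19 of them among the 104. Leaving out the LEPR− library of mouse 4 raised the count to 186.

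Among genes higher in young LEPR+ cells, D3Ertd751e (ENSMUSG00000025766.15, chromosome 3, 41696620 to 41757756) averaged 31.7 ± 11.6 CPM (n = 4) in LEPR+ libraries and had 1 count in the LEPR− libraries together, a ratio of 3780 (counting interval 678 to 149340; adjusted p 0.00116 by edgeR). It overlaps Sclt1, so its counts are uncertain. Plcb2 (ENSMUSG00000040061.18, chromosome 2, 118537979 to 118559111) averaged 56.5 ± 62.9 CPM against 0.103 ± 0.126 CPM (log2 fold change 8.98, SE 1.17, adjusted p 0.00116). Nudt12 (ENSMUSG00000024228.13, chromosome 17, 59306612 to 59320367), which overlaps the antisense gene Nudt12os, averaged 33.2 ± 22.5 CPM and had no count in LEPR− libraries, at least 1232-fold higher in LEPR+ cells (adjusted p 0.00125). Under the block these 3 genes had adjusted p-values of 0.00615, 0.01002 and 0.0327. None of them was called with the 2 groups alone (0.290, 0.314 and 0.290) or with the block and drop-out share (0.0712, 0.102 and 0.136).

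Among genes lower in young LEPR+ cells, Slc26a2 (ENSMUSG00000034320.15, chromosome 18, 61325989 to 61344706) had 1 count in the LEPR+ libraries and 18.2 ± 22.5 CPM in the LEPR− ones, a ratio of 2065 (counting interval 370.3 to 81613; adjusted p 0.0190). This ratio rests on the LEPR− libraries of mice 1 and 3, with 1446 and 723 counts. Those of mice 2 and 4 held 3 and 2 counts. Axin1 (ENSMUSG00000024182.17, chromosome 17, 26350235 to 26414789) averaged 0.172 ± 0.192 CPM against 21.8 ± 20.9 CPM (log2 fold change −6.96, SE 1.44, adjusted p 0.0258). Zfp91 (ENSMUSG00000024695.17, chromosome 19, 12743373 to 12773492) averaged 3.23 ± 2.63 CPM against 70.7 ± 15.8 CPM (log2 fold change −4.46, SE 0.985, adjusted p 0.0396). None of these 3 was called with mouse as a block (adjusted p 0.208, 0.249 and 0.161), nor under voom (0.546, 0.124 and 0.412). With library size or drop-out share added to the block they were not called either (0.204 to 0.487). Axin1 and Zfp91 were not called with the 2 groups alone (0.791 and 0.314). Zfp91 was also not called with no filter (0.0629), or with sex (0.0511) or library size (0.0581) as a covariate. Slc26a2 was also not called without the LEPR+ library of mouse 1 (adjusted p 0.0517), Axin1 not without the LEPR+ library of mouse 2, 3 or 4 (0.0577, 0.0572 and 0.0608), and Zfp91 not without the LEPR+ library of mouse 1, 2 or 3 (0.0827, 0.0671 and 0.0717) or the LEPR− library of mouse 3 (0.0509).

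The second comparison asked the same of middle-aged mice. No gene was called. At an unadjusted p-value under 0.05 there were 152 genes, where chance alone gives 868. The smallest p-value belonged to Pf4 (ENSMUSG00000029373.8, chromosome 5, 90918479 to 90922110), which encodes platelet factor 4 and did not pass the threshold. It averaged 77.5 ± 31.6 CPM (n = 7) in LEPR+ and 229.5 ± 118.9 CPM (n = 7) in LEPR− libraries (log2 fold change −1.57, SE 0.374, adjusted p 1). With mouse as a block Pf4 was the single gene called (log2 fold change −1.47, adjusted p 0.0396). It was lower in the LEPR+ library in 7 of 7 middle-aged mice. In young mice it averaged 194.2 ± 92.1 CPM against 486.4 ± 307.7 CPM (log2 fold change −1.32, SE 0.492, adjusted p 0.176) and was lower in 4 of 4 mice.

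**Figure D3:**
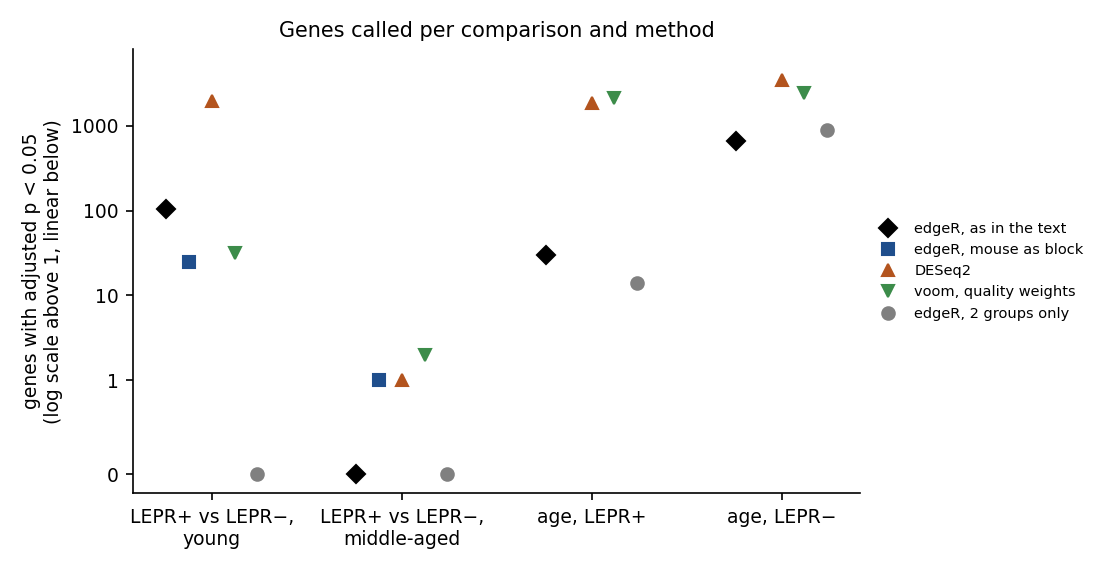
Number of genes called (adjusted p-value under 0.05) in each comparison by edgeR as in the text, edgeR with mouse as a block (LEPR comparisons only), DESeq2, limma voom with quality weights, and edgeR on the 2 groups alone; the vertical axis is logarithmic above 1 and linear below. The LEPR comparison in middle-aged mice stays at 2 genes or fewer by these methods, while the LEPR comparison in young mice ranges from 0 to 1952.

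The third comparison asked what changes with age in LEPR+ HSCs. The test called 30 genes, 28 higher and 2 lower in middle-aged mice, and 3427 genes had an unadjusted p-value under 0.05. The median log2 fold change of all tested genes was 0.25. It was 0.35 under RLE and 0.084 under upper-quartile scaling. Under upper-quartile scaling the calls were 25 higher and 9 lower. Leaving out the LEPR+ library of mouse 6 raised the count to 112. It was 16, 19 and 12 without that of young mouse 2, 3 or 4, and 17, 15, 15 and 19 without that of mouse 7, 9, 10 or 11. Mt1 (ENSMUSG00000031765.9, chromosome 8, 94905710 to 94906955), a metallothionein gene, averaged 140.8 ± 38.2 CPM (n = 7) in middle-aged and 16.5 ± 4.51 CPM (n = 4) in young libraries (log2 fold change 3.09, SE 0.336, adjusted p 0.000127). Enpp5 (ENSMUSG00000023960.14, chromosome 17, 44389675 to 44414680), which overlaps Enpp4, averaged 542.8 ± 88.4 CPM against 188.9 ± 53.5 CPM (log2 fold change 1.52, SE 0.226, adjusted p 0.00768). Nupr1 (ENSMUSG00000030717.10, chromosome 7, 126222414 to 126230033) averaged 315.8 ± 128.4 CPM against 27.8 ± 10.7 CPM (log2 fold change 3.51, SE 0.536, adjusted p 0.00768). These 3 genes were called in each of the 11 fits that left out 1 library. Of the lower genes only 2 qualified. Tmsb10 (ENSMUSG00000079523.9, chromosome 6, 72934330 to 72935737) averaged 265.5 ± 50.3 CPM against 507.0 ± 95.0 CPM (log2 fold change −0.93, SE 0.170, adjusted p 0.0227). Tipin (ENSMUSG00000032397.8, chromosome 9, 64188832 to 64215617), which overlaps Dis3l, averaged 70.6 ± 17.1 CPM against 175.5 ± 30.96 CPM (log2 fold change −1.31, SE 0.264, adjusted p 0.0420). Tmsb10 was not called without the LEPR+ library of young mouse 2 or 4 (adjusted p 0.109 and 0.0860) or of mouse 7, 9 or 10 (0.0555, 0.0533 and 0.0577), nor with no filter (0.0664), the 2 groups alone (0.0777) or drop-out share as a covariate (0.0782). Tipin was not called without that of young mouse 2, 3 or 4 (0.0927, 0.113 and 0.108) or of mouse 5, 7, 8, 9 or 10 (0.0638, 0.0820, 0.0767, 0.0784 and 0.0764), nor under RLE (0.0619), no filter (0.122), library size as a covariate (0.0750), the 2 groups alone (0.0586) or drop-out share as a covariate (0.0872).

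The fourth comparison asked what changes with age in LEPR− HSCs. It called 667 genes, 575 higher and 92 lower in middle-aged mice. In 212 of them a group held no count in any library and in 394 a group held 3 counts or fewer. An unadjusted p-value under 0.05 was found for 4865 genes. The median log2 fold change of all genes was 0.33, and it was 0.46 under RLE and 0.21 under upper-quartile scaling. Under upper-quartile scaling the calls were 577 higher and 169 lower. Leaving out the LEPR− library of mouse 6 raised the count to 1668 (1227 higher, 441 lower). It was 288 and 314 without that of young mouse 2 or 3, and 339, 280, 389 and 333 without that of mouse 7, 8, 10 or 11. Restricted to genes with a mean of at least 50 CPM, the split was 87 higher and 74 lower. Apobec1 (ENSMUSG00000040613.15, chromosome 6, 122553765 to 122580071) averaged 30.7 ± 12.9 CPM in middle-aged and 0.0461 ± 0.0191 CPM in young libraries (log2 fold change 9.27, SE 1.17, adjusted p 0.000662). Plcb2 averaged 62.95 ± 27.7 CPM in middle-aged libraries (log2 fold change 9.14, SE 1.16, adjusted p 0.000662), and D3Ertd751e, with 5596 counts against 1, had a ratio of 2586 (counting interval 463.9 to 102150; adjusted p 0.000662). Both rest on the 4 young LEPR− libraries that also enter the first comparison. Among lower genes, Rpf1 (ENSMUSG00000028187.11, chromosome 3, 146208926 to 146227206), which overlaps Gng5, averaged 98.5 ± 20.6 CPM against 278.3 ± 72.3 CPM (log2 fold change −1.50, SE 0.230, adjusted p 0.00149). Uqcrc2 (ENSMUSG00000030884.13, chromosome 7, 120233976 to 120260035), which overlaps Pdzd9, averaged 195.1 ± 36.9 CPM against 372.9 ± 12.5 CPM (log2 fold change −0.93, SE 0.160, adjusted p 0.00405). Tmsb10 averaged 296.8 ± 52.6 CPM against 583.7 ± 65.4 CPM (log2 fold change −0.98, SE 0.170, adjusted p 0.00464). Each of these 6 genes was called in all 11 fits that left out 1 library. With drop-out share as a covariate, Uqcrc2 and Tmsb10 were not called (adjusted p 0.108 and 0.174).

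Of the genes called with age, 23 were shared between LEPR+ and LEPR− cells, all with the same sign. Over all tested genes the age effects of both fractions had a Pearson r of 0.413 across genes, which are not independent replicates. Simulated data without any change gave 0.0305 on average (0.0179 to 0.0387 in 10 data sets). Because the fractions come from the same mice, the relation was also computed for all 330 splits of the 11 mice into 4 and 7 on mean log2 CPM, and 12 of them gave an r of at least the observed 0.497, with a median of 0.181. The LEPR effect in young mice and the age effect in LEPR− cells share the young LEPR− libraries. They had 96 called genes in common with the same sign and an r of 0.623, where simulated data without change gave 0.564 (0.553 to 0.577). The LEPR effect in young mice and the age effect in LEPR+ cells share the young LEPR+ libraries, with an r of −0.411 against −0.568 in the simulation.

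The difference of the LEPR effect between the ages was tested as an interaction. It called 41 genes, 40 of them with a lower LEPR effect in middle-aged than in young mice, and 7 genes with mouse as a block, of which 6 were among the 41. All 41 were also called for LEPR in young mice. The count was 114 and 100 without the LEPR− library of young mouse 4 or 1, 67 without the LEPR+ library of young mouse 3 and 69 without that of mouse 6. The named genes were D3Ertd751e (adjusted p 0.00321), Plcb2 (log2 difference −8.78, SE 1.25, adjusted p 0.00321) and Wdr5b (ENSMUSG00000034379.10, chromosome 16, 35861560 to 35864298), which overlaps Fam162a and had 2 counts in young LEPR− libraries (adjusted p 0.00321, with the block 0.0692). Wdr5b averaged 20.2 ± 12.6 CPM in young LEPR+, 29.2 ± 13.8 CPM in middle-aged LEPR− and 12.4 ± 9.37 CPM in middle-aged LEPR+ libraries.

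The 4 gene lists were tested in 16 tests. The list of genes known to rise in aged HSCs was higher in middle-aged mice in both fractions. In LEPR+ cells its median log2 fold change was 2.26 against 0.25 for all genes (camera, adjusted p 3.7e-24), 53 of 57 genes were higher, and 33 were called adjusted over the list alone against 7 over all genes tested. In LEPR− cells the median was 2.22 against 0.33 (adjusted p 5.9e-15), 51 of 57 genes were higher, and 34 were called adjusted over the list alone against 14 over all genes. Each list score of a middle-aged library lay above each young one in both fractions (exact permutation p 0.00303, the smallest possible, adjusted 0.0162). Of the alternatives voom moved the medians most, to 3.81 and 4.56. With genes of 3 counts or fewer in a group set to their bound, the medians stayed at 2.26 and 2.22. The list did not differ between LEPR fractions in young (median −0.16, with such genes at their bound −0.020, adjusted p 0.836) or middle-aged mice (0.15, adjusted p 0.165). With mouse as a block the median in young mice was 0.28 (adjusted p 0.826).

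The cell-cycle list was lower in LEPR+ than in LEPR− cells of middle-aged mice (median log2 fold change −0.47, adjusted p 4.3e-10; with mouse as a block 3.4e-09), with 48 of 50 genes lower and 0 called. Its score was lower in the LEPR+ library in 6 of 7 mice, with a mean difference of −0.68 ± 0.65 (SD; exact permutation p 0.0469, adjusted 0.107 over 16 tests). With age its median was −0.69 in LEPR+ (adjusted p 2.3e-07) and −0.62 in LEPR− cells (adjusted p 0.00315). In LEPR− cells the mean score moved the other way, by 0.64 (exact permutation p 0.239), and in LEPR+ cells by −0.27 (exact p 0.594), so neither age change of this score exceeded the spread between mice. The call in LEPR− cells was lost without the library of young mouse 3 or 4 (adjusted p 0.218 and 0.186). In young mice the median between fractions was −0.39 (adjusted p 0.337) and the score difference 0.23 (exact p 0.375, where 0.125 is the smallest possible). With mouse as a block this median was 0.20 (adjusted p 0.697), so its sign depended on the fit. Without the LEPR+ library of mouse 3, or the LEPR− library of mouse 1 or 2, camera called this list in young mice (adjusted p 0.0242, 0.0191 and 0.0225). The long-term HSC list was higher in LEPR+ cells of middle-aged mice (0.17, adjusted p 0.0183, 34 of 44 genes), but not without the LEPR+ library of mouse 10 (0.0509) or the LEPR− library of mouse 5 (0.0626). It was not called in young mice (0.20, adjusted p 0.276), nor with age in LEPR+ (0.28, adjusted p 0.480, 2 genes called adjusted over the list alone) or LEPR− cells (0.26, adjusted p 0.480, 5 genes). The interferon list was higher in LEPR+ cells of young mice (0.17, adjusted p 0.0244, 30 genes higher and 20 lower), but not without the LEPR+ library of mouse 1 (0.267) or the LEPR− library of mouse 3 or 4 (0.218 and 0.1203). It was not called in middle-aged mice (0.012, adjusted p 0.638). Its change with age was 0.33 in LEPR+ (adjusted p 0.638) and 0.83 in LEPR− cells (adjusted p 0.0602), where it was called without the library of young mouse 1 or 2 (0.0191 and 0.0274) or of mouse 8, 9 or 11 (0.0293, 0.0489 and 0.0307). The scores, which unlike camera are not relative to other genes, were higher with age for the interferon list by 0.86 in LEPR+ and 1.61 in LEPR− cells (exact permutation, adjusted p 0.0485 and 0.0242) and for the long-term HSC list by 0.71 and 1.11 (adjusted p 0.0388 and 0.0162). Of the calls by camera with a preset correlation, the ageing list in both fractions held under fry and under an estimated correlation, the interferon list in young mice held under fry alone (adjusted p 0.0258), and the cell-cycle and long-term HSC calls held under neither.

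**Figure D4:**
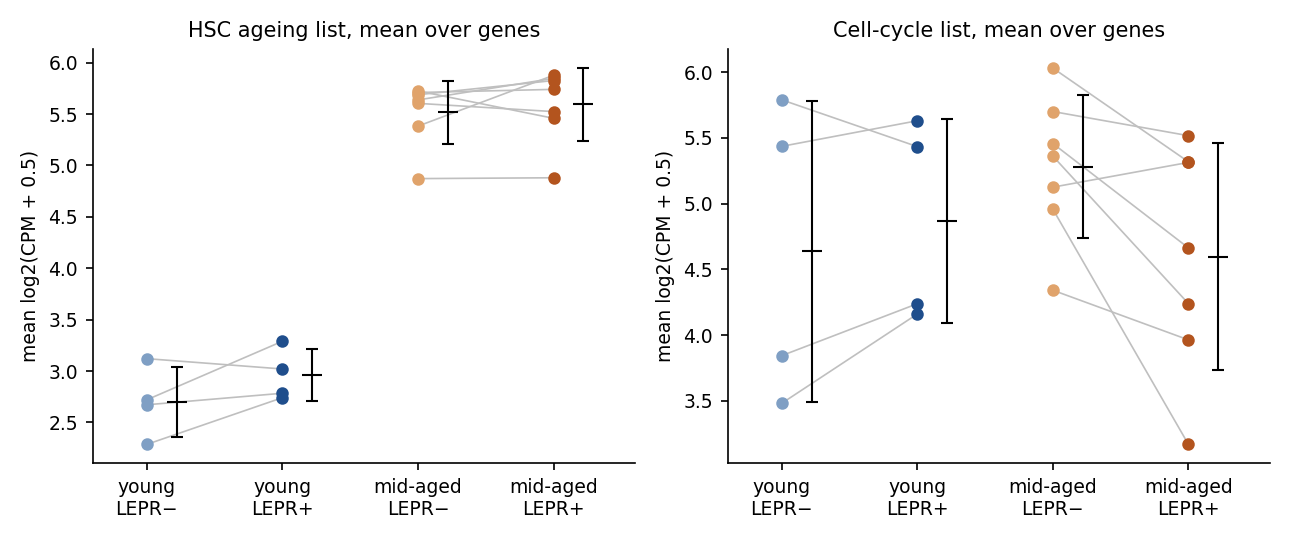
Mean log2(CPM + 0.5) over the genes of the HSC ageing list (left) and the cell-cycle list (right) in each library. Points are libraries, grey lines join the libraries of 1 mouse, and black marks show group means with the SD. Ageing scores lie between 2.29 and 3.29 in young and between 4.87 and 5.88 in middle-aged libraries, and cell-cycle scores of middle-aged mice average 4.60 in LEPR+ and 5.28 in LEPR− libraries.

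Tested as a difference of LEPR effects per mouse, the interferon score differed between the ages by −0.75 (0.71 ± 0.20 in young and −0.041 ± 0.19 in middle-aged mice; exact permutation p 0.00303, the smallest possible, adjusted 0.0121 over 4 lists). The differences for the cell-cycle score (−0.91, adjusted p 0.0606), the long-term HSC score (−0.40, adjusted p 0.0606) and the ageing score (−0.18, adjusted p 0.3) did not pass.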

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

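The tests on other splits of the mice, the fits with drop-out share as a covariate, the level of Kitl in mouse 7, the age label of mouse 6 and the fits without mouse 6 were chosen only after the result was seen.

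The LEPR effect differed between the ages in 41 genes by the interaction test. Of 60 drawn splits of the 11 mice (of 330 possible), 1, the real one, gave as many. Of the 41 genes, 40 averaged under 1 CPM in young LEPR− libraries, with a median of 0.0336 CPM, while the medians were 20.2 CPM in young LEPR+, 23.3 CPM in middle-aged LEPR− and 20.2 CPM in middle-aged LEPR+ libraries. The genes were selected by this difference, so their levels describe the set and test no explanation. The young LEPR− libraries had the highest drop-out share of the 4 groups, at 46.7%. With drop-out share as a covariate 42 genes were called, 33 of them among the 41 (2 of 2 with at least 50 CPM and 31 of the other 39). With the mouse block and drop-out share 0 were called (1102 unadjusted), where the block alone left 7. These values point apart, so loss of molecules in the young LEPR− libraries and a LEPR effect that differs with age cannot be told apart.

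The interferon score also showed LEPR effects that differed between the ages, by −0.75. Genes of like mean CPM showed a difference in that direction of −0.35 (exact permutation p 0.00909), as loss of molecules in young LEPR− libraries would give. Relative to those genes the interferon list still differed by −0.40 (exact permutation p 0.0273, adjusted 0.109 over 4 lists). With 4 young mice the remainder does not pass the adjustment, so loss of molecules and a difference in the interferon genes themselves cannot be told apart. Between young fractions, camera still called the list with drop-out share as a covariate (median 0.33, adjusted p 0.0151). With the mouse block added it did so too (0.55, adjusted p 0.0160). These fits cover the effect in young mice and do not test the difference between the ages.

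Within groups, 93 sets of values were examined for a library far from the others and 12 stood out, where chance gives about 4.65. Mouse 6, middle-aged and female, accounts for 7 of the 12. Its LEPR− library had a drop-out share of 35.1% (next highest 11.2%), an interferon score of 4.30 (next lowest 5.31), an ageing score of 4.87 (next 5.38), 1.45 CPM of D3Ertd751e (next 11.8) and 2.46 CPM of Zfp91 (next 29.6). Its LEPR+ library had an ageing score of 4.88 (next 5.46) and 73.6 CPM of Nupr1 (next 286.5). The LEPR+ library of mouse 6 also had the highest drop-out share of its group, 47.6%. Without this mouse the age comparisons called 671 genes in LEPR+ and 2260 in LEPR− cells. A wrong age label is argued against, since its ageing scores of 4.88 and 4.87 lie above the highest young score of 3.29. In mouse 6, genes with transcripts of at least 6306 bases had a drop-out share above that of genes of at most 3030 bases. The difference was 30.4 points in the LEPR+ and 24.7 points in the LEPR− library. It lay between −5.32 and 6.60 points in the other middle-aged libraries. Loss of molecules would give such a difference, although poorer copying of long RNA would look alike. A difference between animals was not tested, and both explanations stay open.

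Lepr stood out in the LEPR+ library of middle-aged mouse 8, at 10.0 CPM, with 1.20 CPM in the next library, and in the LEPR− library of middle-aged mouse 7, at 5.37 CPM, with 0.527 CPM in the next. Cxcl12, an abundant transcript of marrow stromal cells and the gene named beforehand, had 0 counts in both libraries. RNA of LEPR+ stromal cells is argued against for mouse 8, where Kitl was at 0 CPM as well. For mouse 7 it stays open, since Kitl, another stromal gene, was at 6.44 CPM in that library. Expression of Lepr in few HSCs, sampled unevenly by small inputs, may give such isolated values and was not tested.

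The remaining values that stood out were 10.0 CPM of Slc26a2 (next 30.1) and 320.3 CPM of Enpp5 (next 456.2) in the LEPR− library of mouse 5, and 106.4 CPM of Tipin (next 73.7) in the LEPR+ library of mouse 11. No explanation was tested for these, and their number is within what chance gives.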

How the results depend on the processing

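The drop-out covariate, the minimum of 50 CPM and leaving out mouse 6 were chosen after the data had been seen, as were the splits. No called result reversed the direction of its test under any alternative run. The median of the cell-cycle list with age in LEPR+ cells did change sign under voom, to 0.074, where camera still placed the list below the other genes (adjusted p 0.000365). Lepr gave no value with a minimum of 5 CPM, nor did it or named genes under 50 CPM with that minimum. Between fractions Lepr also gave none with the 2 groups alone, nor did Slc26a2 in young mice.

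For genes called between fractions in young mice (104), DESeq2 gave 1952, voom with quality weights 32 (17 shared), no filter 61, the 2 groups alone 0 (261 at an unadjusted p under 0.05), the mouse number as a replicate block 25, that block with library size 6, drop-out share as a covariate 94 (77 shared), the block with drop-out share 0 (1633 unadjusted), a minimum of 50 CPM 2, and leaving out mouse 6 gave 221. Leaving out each library in turn gave 82 to 186 genes. In middle-aged mice (0), DESeq2 gave 1, voom 2 and the replicate block 1, and the other alternatives gave 0 (18 to 2761 unadjusted), as did the 14 fits without 1 library. For age in LEPR+ cells (30), DESeq2 gave 1881, voom 2144 (29 of the 30 shared), no filter 13, library size as a covariate 18, the 2 groups alone 14 (6 shared) and leaving out mouse 6 gave 671. Leaving out each library gave 12 to 112. For age in LEPR− cells (667), DESeq2 gave 3513, voom 2437 (598 shared), no filter 239, drop-out share as a covariate 170 (126 shared), a minimum of 50 CPM 161 and leaving out mouse 6 gave 2260. Leaving out each library gave 280 to 1668. For the difference of LEPR effects (41), DESeq2 gave 1421, voom 15, a minimum of 5 CPM 69, the replicate block 7, the block with library size 3, drop-out share as a covariate 42 (33 shared), the block with drop-out share 0 (1102 unadjusted), a minimum of 50 CPM 2 and leaving out mouse 6 gave 91. Leaving out each library gave 31 to 114. No filter tests more genes, a minimum of 50 CPM removes those that 1 group lacks, and the fit on 2 groups estimates the spread from fewer libraries. For DESeq2, voom, mouse 6 and the covariates the cause was not tested.

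For the lists the value is the median log2 fold change. The interferon list between young fractions (0.17) lost its call under voom (0.60), a minimum of 5 CPM (0.070), the 2 groups alone (0.064) and the estimated correlation (0.17), and ranged from 0.029 to 0.48 without 1 library, losing the call in 3 of 8 fits (without LEPR+ of mouse 1, and without LEPR− of mouse 3 or 4). With age in LEPR− cells (0.83) it gained a call under RLE (1.04), no filter (0.92), fry (0.83), the drop-out covariate (0.49) and a minimum of 50 CPM (0.65), with a range of 0.60 to 1.23 without 1 library, and in LEPR+ cells under fry (0.33). The long-term HSC list gained a call in young mice with no filter (0.24), with age in LEPR+ cells under fry (0.28) and a minimum of 50 CPM (0.34), and in LEPR− cells with no filter (0.31), fry (0.26) and a minimum of 50 CPM (0.29). In middle-aged mice (0.17) it lost its call with no filter (0.17), under fry (0.17), the estimated correlation (0.17) and the block with drop-out share (0.13), and ranged from 0.073 to 0.23 without 1 library. The cell-cycle list in young mice (−0.39) gained a call under voom (−0.015) and a minimum of 50 CPM (−0.32), and ranged from −0.56 to −0.057 without 1 library. It changed sign without a call to 0.20 with the replicate block and 0.34 with the block and library size (adjusted p 0.697 and 0.985). It was −0.43 with the block and drop-out share (adjusted p 0.0768). It lost its calls under fry and the estimated correlation in middle-aged mice (−0.47 in both), with age in LEPR+ cells (−0.69 in both) and in LEPR− cells (−0.62 in both, range −0.87 to −0.46 without 1 library). The ageing list between middle-aged fractions gained a call with a minimum of 5 CPM (0.15) and with the 2 groups alone (0.13). The ageing list with age kept its call in both fractions under all alternatives run. The cause of these changes was not tested, except that fry and the estimated correlation allow for correlated genes.

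The unadjusted p-value of Lepr in middle-aged mice ranged from 0.0456 to 0.675 over the fits without 1 library. The pairing by mouse, used as a replicate block, called Pf4 in middle-aged mice and removed calls of Slc26a2, Axin1, Zfp91 and Wdr5b, and it changed no other call among the named genes and lists. Of the named genes' values under the alternatives other than leaving out a library, 39 lost their call, 1 gained one and 250 kept their side of the threshold. In the fits without 1 library, 21 lost their call and 228 kept their side of the threshold, 14 of them for Pf4, which was not called.

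A level of 10 CPM corresponds to at least 103 counts in each library. Counts were simulated with the observed dispersions and library sizes. Of genes changed by 2 on the log2 scale, 8.25% were recovered in the young LEPR comparison, and 38.1% of those with at least 50 CPM. Depth, spread and the number of mice were not varied, so which of them set these limits was not tested.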

Other observations

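The tests on depth and other splits, the fits with drop-out share as a covariate and the choice of mice for thinning came only after the result was seen. The fit with sex as a covariate belonged to the first set of alternatives, and only its use as a test here came later.

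Drop-out shares differed between libraries by far more than reads allow. A gene at 10 CPM would give between 103 and 617 counts per library, yet among genes averaging 10 to 20 CPM within their own group, 17.2% to 31.4% had at most 1 count in each young LEPR− library, 11.7% to 16.8% in young LEPR+ libraries and 32.4% in the LEPR+ library of mouse 6. Too few reads is therefore argued against by these counts. The drop-out share had an r of −0.315 with log2 gene counts (permutation p 0.156), and −0.466 without the 2 libraries farthest from the median depth. Within young and within middle-aged libraries r was −0.316 and −0.296, and −0.0405 and 0.00770 after the same omission. The value depends on the libraries used, so a relation with depth stays open. If few molecules entered amplification, long transcripts, which have fewer molecules at a given CPM, would be missed more often. In young libraries, genes with transcripts of at least 6306 bases had a drop-out share 23.2 ± 7.52 points (SD, n = 8 libraries) above genes of at most 3030 bases, in 8 of 8 libraries. Over all 22 libraries the difference was above 0 in 13 (exact sign-flip p 0.0479 over 11 mice). This is consistent with molecules limiting the young libraries, although poorer copying of long RNA would look alike. Fewer sorted cells, less RNA per cell and handling were not recorded in the labels used here, and lower RNA content of young HSCs was not tested.

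The 575 of 667 genes higher with age in LEPR− cells may partly be such losses. The LEPR− libraries of 4 middle-aged mice (7, 8, 10 and 11, taken after their low drop-out shares were seen) were thinned to the shares of the young LEPR− libraries, which needed between 42.4 k and 58.0 k molecules (k, kilo), and compared with the 7 middle-aged LEPR+ libraries. Unthinned, 0 genes were called. After thinning a median of 2659 genes were called (2602 to 2711 in 5 draws), 2658 of them higher in the unthinned group. The observed libraries, fitted as 2 groups alone in the same way, gave 898 calls (837 higher and 61 lower), so thinning gave more calls than were seen. The matched shares also count genes truly lower in young cells, so this thinning may overstate the loss. In the band set over all libraries, 25.6% to 42.7% of genes had at most 1 count in young LEPR− libraries. In the band set within their own group it was 17.2% to 31.4%. Thinning gave 0 or 1 lower call, against those 61, but simulated losses do not bound what real losses give. A different sex ratio is argued against by 646 calls with sex as a covariate. Of the 148 called genes with a mean of at least 50 CPM, 62 were higher and 86 lower. With drop-out share as a covariate 9 stayed called (7 higher and 2 lower), while 143 kept their sign. At that level thinned libraries gave 62 to 88 calls, and the observed libraries fitted as 2 groups alone gave 107 (51 higher). Because every middle-aged LEPR− library had a lower drop-out share than every young one, the covariate cannot separate loss of molecules from age. For the 62 higher genes at this level, loss of molecules and age therefore cannot be told apart. The 86 lower genes have no counterpart in the thinned libraries, which gave 0 or 1 lower call at any level. This argues against loss as simulated for the lower genes, although 2 of these 86 stayed called with the covariate. Of 60 drawn splits of the mice (of 330), 1, the real one, gave as many calls, and the largest other count was 533.

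In LEPR+ cells 1 of 60 drawn splits, the real one, gave as many as 30 calls. Thinning 4 middle-aged LEPR+ libraries gave a median of 1911 calls, all higher in the unthinned group. The observed libraries fitted as 2 groups alone gave 14, so losses as simulated gave more calls than were seen. Here too the matched shares may overstate the loss. In young LEPR+ libraries 18.2% to 27.2% of genes in the band over all libraries had at most 1 count. In the band of their own group it was 11.7% to 16.8%. With drop-out share as a covariate 39 genes were called, 18 of them in common (4 of the 10 with at least 50 CPM and 14 of the other 20). The thinning and the covariate point apart, and loss of molecules cannot be told apart from age for this set.

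The genes called between fractions of young mice gave mixed results. Of the 8 splits that part the 2 libraries of every mouse, 1, the real one, gave as many as 104 calls, but 8 splits cannot give a share under 0.125. Of all 35 splits of the 8 young libraries 2 did, the other one with 162 calls. That split keeps both libraries of every mouse together, so it compares mice and not fractions. It sets the males, mice 1 and 2, against the females, mice 3 and 4. The median of the cell-cycle list relative to all genes was −1.46 in it, lower in the males. With 2 mice per sex, sex cannot be separated from other differences between these mice. Thinning the LEPR+ and LEPR− libraries of middle-aged mice 7, 8, 10 and 11 to the young shares gave a median of 1000 calls (647 to 792 of 930 to 1092 higher in LEPR+) with all 14 original libraries in the fit, and 0 to 2 calls with only the libraries of the other 3 middle-aged mice in it. With drop-out share as a covariate 94 genes were called, 77 of them among the 104 (3 of 4 with at least 50 CPM and 74 of the other 100), and with the mouse block and drop-out share 0 (1633 unadjusted). The outcome turns on which libraries set the spread and on the block, so loss of molecules and a LEPR effect cannot be told apart here. For the middle-aged comparison, all 64 of the 64 splits that part every pair gave 0 calls as well.

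The ageing list argues against molecule loss as its whole cause. With drop-out share as a covariate it was called in both fractions (the larger adjusted p, in LEPR− cells, 4.4e-18, with 6.7e-23 to 3.1e-05 over the alternatives). In LEPR− cells this covariate cannot separate loss of molecules from age, so there the argument rests on the thinned libraries. In thinned libraries the list moved by 0.31 to 0.43 in the LEPR− comparison, against 2.22 observed. Of 60 drawn splits, 1 was as large in LEPR+ and 1 in LEPR− cells, the real one each time. The list was compiled from genes known to rise in aged HSCs, and age stays the explanation the design names, as a hypothesis.

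The lower cell-cycle list in middle-aged LEPR+ cells was as far from all genes in 2 of the 64 splits that part every pair. With the mouse block and drop-out share as a covariate the median was −0.39 (adjusted p 4.1e-05, with 1.5e-11 to 0.213 over the alternatives), which argues against unequal drop-out within pairs. More progenitors in the LEPR− sort remains possible: the progenitor list had a median of −0.36 with 7 of 10 genes lower, each far from its threshold, which decides nothing. The list did not pass under fry or an estimated correlation, so fewer cycling cells among LEPR+ HSCs is a hypothesis that rests on 6 of 7 mice. With age the list was as far from all genes in 1 of 60 splits in LEPR+ and in 8 of 60 in LEPR− cells, the long-term HSC list of middle-aged fractions in 4 of 64, and the interferon list of young fractions in 2 of the 8 splits that part every pair, which cannot give a share under 0.125.

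Pf4 was lower in the LEPR+ library of all 11 mice, by 1.23 ± 0.34 (SD, n = 4) in young and 1.46 ± 0.48 (n = 7) in middle-aged mice on the log2 scale (exact sign-flip p 0.125 and 0.0156, the smallest possible in each). RNA of platelets or megakaryocytes in the LEPR− sort would lower the other abundant platelet genes alike. Of 10 other listed genes with at least 10 CPM, 5 were lower in middle-aged mice (median 0.021) and 6 in young mice (median −0.47). The score of the list, which includes Pf4, was lower in 6 of 7 middle-aged mice (difference −0.17 ± 0.24, exact p 0.0781, adjusted 0.333). At either age 0 of the 10 genes were as low as Pf4, so they were not lowered alike. Expression of these genes in HSCs cannot be separated from RNA of other cells, and in young mice more of them were lower than higher. Platelet or megakaryocyte RNA therefore stays open. Ppbp averaged 14.8 CPM in LEPR+ and 12.2 CPM in LEPR− libraries of middle-aged mice. A lower Pf4 level within LEPR+ HSCs is a hypothesis chosen after the smallest p-value was seen, and with mouse as a block and drop-out share as a covariate its adjusted p was 0.291 (0.0396 to 1 over the alternatives).

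RNA of other cells was examined with 10 lists in 40 exact tests, of which 0 passed after adjustment (smallest adjusted p 0.0606) and 6 had an unadjusted p under 0.05. The 10 tests between fractions of young mice could not pass, since 0.125 is the smallest exact p there. In them the neutrophil list was lower in LEPR+ libraries of 4 of 4 mice (difference −2.81 ± 2.02). The endothelial, macrophage and stress lists were higher in 4 of 4, by 1.74 ± 0.86, 0.70 ± 0.53 and 0.34 ± 0.28 (exact p 0.125 each). RNA of other cells in the young libraries therefore stays open. The 6 were the stroma, endothelium, megakaryocyte and stress lists with age in LEPR− cells, the megakaryocyte list with age in LEPR+ cells, and the T and NK list, lower in LEPR+ libraries of 7 of 7 middle-aged mice by 0.77 ± 0.58. Of these, the endothelium and megakaryocyte lists with age in LEPR− cells had the smallest exact p possible, 0.00303 (adjusted 0.0606). So did the T and NK list, at 0.0156 (adjusted 0.125). With such floors, not passing over 40 tests is no evidence against RNA of other cells. The levels of the listed genes cannot tell expression in HSCs from RNA of other cells. A mean of at least 10 CPM was reached by 3 of 20 stroma genes (Gas6 highest, 14.4 CPM), 6 of 15 endothelial genes (Egfl7, 98.3 CPM), 11 of 15 megakaryocyte genes, 9 of 15 erythroid genes (Car2, 3516 CPM), 5 of 15 neutrophil genes (Prtn3, 551.4 CPM), 4 of 15 B-cell genes (Cd74, 372.1 CPM), 2 of 15 T and NK genes (Nkg7, 81.8 CPM), 3 of 15 macrophage genes (Lyz2, 408.4 CPM), 4 of 15 progenitor genes (Cd34, 246.9 CPM) and 15 of 20 stress genes (Dnajb1, 371.3 CPM). S100a8, a neutrophil gene, averaged 210.7 ± 243.2 CPM in young LEPR− and 1.35 ± 2.59 CPM in young LEPR+ libraries, and Cxcl12 reached 216.1 CPM in the LEPR+ library of young mouse 4.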
